A study of Arabidopsis thaliana with 6 samples. Its data were reported in "Heterologous microProtein expression identifies LITTLE NINJA, a dominant regulator of jasmonic acid signaling" (2020).

How the data were processed

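RNA was sequenced from Arabidopsis thaliana plants of 21 days, grown on soil in long days without treatment and harvested without roots. The study's methods describe leaves of plants of a slightly different age, and the labels were followed here. There were 3 genotypes, Col-0, LNJ-OX and jazD, with 2 libraries each. The authors deposited a file of read counts per gene for each library, made with htseq-count. The aligner, the genome build and the strand setting are not stated. Reads that fall on close copies, on overlapping genes or on antisense genes could therefore have been placed or dropped in ways the counts do not show, and values of such genes are uncertain. The authors also deposited tables of their own comparisons of LNJ-OX and jazD with Col-0 from limma-voom, holding log2 fold changes and mean log2 expression. Each of these tables of the authors also holds a p-value and an adjusted p-value per gene, for 22337 genes. The authors' tables were used only for comparison.

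The count files hold 32833 genes and no lines for unassigned reads. Library totals ran from 10164591 to 15003290 counts, and chloroplast and mitochondrial genes took between 0.03 and 0.077% of them. The most abundant 10 genes took between 5.86 and 8.34%. Gene names were taken from a table of the TAIR10.1 assembly, in which 32548 identifiers were found. The 285 not found were chloroplast or mitochondrial. That assembly was used for names, for the order of genes, and for GC content and exon length, and no coordinates are given. Libraries of 1 genotype were checked for being a single library deposited more than once. Their counts differed by far more than sampling noise, with chi-square per degree of freedom of 45.24 in Col-0, 17.55 in LNJ-OX and 15.56 in jazD.

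Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM factors, glmQLFit and glmQLFTest). All 6 libraries entered 1 fit, because 2 libraries per group leave few degrees of freedom. The filter left 21374 genes, and the biological coefficient of variation was 0.232. P-values were adjusted over all genes tested by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.01 with an absolute log2 fold change above 1, the thresholds the study states. Standard errors of log2 fold changes were taken from the same fit. The overlap of calls was tested with a one-sided Fisher's exact test over the genes tested, which treats genes as independent although both comparisons share the Col-0 libraries. Simulations with shared Col-0 libraries were therefore set beside it. A fold change against a group with at most 3 counts in each library was computed against that floor and is given as a lower bound. These bounds cover counting error only.

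Gene lists were tested with camera from limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over 15 tests at a threshold of 0.05, with fry and an estimated correlation as checks. The lists were JA (21 genes), SA (14), light-harvesting (14), clock (12) and rapid-response (15). The JAZ (13 genes), ERF (3 genes) and target (AFP2 and NINJA, 2 genes) lists were used for counts of calls. The design, the lists and the alternatives planned were written before the data were examined, except that the SA and rapid-response lists followed a reading of part of the study's supplementary results for these libraries. Lists of pollen, tapetum and floral organ genes were added after the results had been seen. Components were computed from log2 CPM with a prior count of 2 over the 500 most variable genes.

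Genes named in the text are the members of the lists and, for each comparison, the 3 genes with the largest change in each direction among called genes of at least 10 CPM in the higher group whose libraries did not overlap. The 3 shared genes with the largest smaller change in each direction, and the genes called in opposite directions, were named by the same minimum. AACT1, PHS2 and the genes of the pollen, tapetum and floral organ lists fall outside this rule and were chosen after their values were seen.

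The procedure was tested on simulated data with 200 genes changed 4-fold among 20982 genes and 2 libraries per group. edgeR recovered 153 of them (76.5%) with 7 false calls, and made 0 calls in a group without changes. limma-voom recovered 145 and DESeq2 164. With a simulated effect of the replicate number, among 20996 genes, edgeR recovered 107 (53.5%). Of 200 random lists of 15 genes, 6 had a camera p under 0.05. Genes drawn at random need not vary together, so this does not test the preset correlation for lists of genes that respond together.

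Alternatives were relative log expression factors, library totals, no filter, a filter at 1 CPM in 2 libraries, DESeq2 1.42.0, limma-voom, fits of the 4 libraries compared, the replicate number as a block, removal of chloroplast and mitochondrial genes, removal of each library in turn, other thresholds, a test against a log2 fold change of 1 (glmTreat), and other settings for components and list tests. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.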

Results

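RNA was sequenced from soil-grown Arabidopsis thaliana plants of 21 days, harvested without roots, in 3 genotypes with 2 libraries each. Col-0 is the wild type. LNJ-OX plants overexpress LITTLE NINJA (LNJ), a short synthetic protein that is related to AFP2 and carries a domain of the NINJA protein family. The jazD line is a multiple mutant in JAZ genes, whose products repress the response to the hormone jasmonic acid (JA). Reads counted on genes came to 15003290 and 11878135 in Col-0, 14850297 and 11046638 in LNJ-OX, and 10164591 and 10218756 in jazD. The most abundant gene took between 1.04 and 1.69% of the counts of a library. The files list 32833 genes, of which 21374 had enough counts to be tested. Levels are given as CPM, counts scaled to library size with TMM factors, with the SD over 2 libraries, and changes as log2 fold changes with their standard errors (SE). A gene was called when its adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was under 0.01 and its absolute log2 fold change was above 1.

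To see whether replicates grouped by genotype, principal components were taken over the 500 most variable genes. PC1 carried 60.1% of the variance and PC2 27.0%. On these components the largest distance between libraries of 1 genotype was 21.3, and the smallest distance between genotypes was 50.8. The share on PC1 moved most when all tested genes were used, to 41.4%. Libraries of 1 genotype had a Pearson r of log2 CPM across genes of 0.952 in Col-0, 0.967 in LNJ-OX and 0.972 in jazD. The closest pair of libraries from different genotypes was LNJ-OX replicate 1 with jazD replicate 1, at an r of 0.955. That value lies above the r between the Col-0 replicates. Genes are not independent replicates, so these coefficients have no test. No batch or date is given for the libraries, and no within-batch values could be computed.

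**Figure D1:**
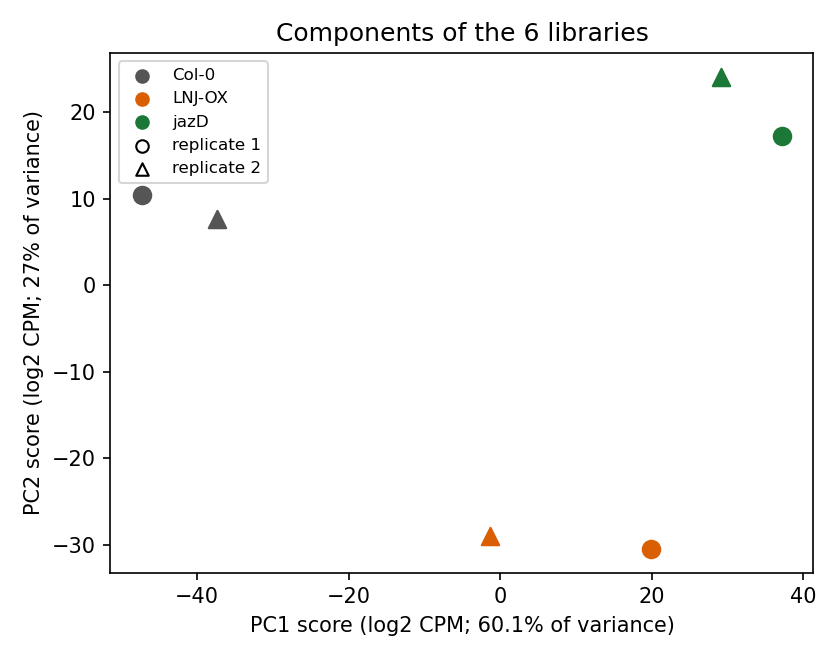
Scores of the 6 libraries on PC1 and PC2 of log2 CPM over the 500 most variable genes, with color for the genotype and symbol for the replicate number. Libraries of 1 genotype lie at most 21.3 apart, and libraries of different genotypes at least 50.8 apart.

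The genes behind the genotypes were examined first. AFP2 (AT1G13740) stood at 9.59 ± 1.98 CPM in Col-0, 56.8 ± 9.57 in LNJ-OX and 8.98 ± 0.236 in jazD (SD, n = 2 libraries each). Its log2 fold change in LNJ-OX against Col-0 was 2.57 (SE 0.26, edgeR adjusted p 0.00126), and in jazD it was -0.09 (SE 0.26, edgeR adjusted p 0.946). Counts per gene do not separate transcripts of the transgene from those of the native AFP2 gene. NINJA (AT4G28910), the adaptor protein that JAZ proteins bind, ranged over means of 65.5 to 74.5 CPM and was called in neither genotype.

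Of the 13 JAZ genes, 12 had enough counts to be tested. The study describes jazD as a mutant in 10 JAZ genes, and the labels do not say which. Counts per gene do not show whether transcripts of a mutated gene are functional. A JAZ gene that was higher or unchanged in jazD may therefore still be a mutated one. In jazD, JAZ1 (AT1G19180), JAZ2 (AT1G74950) and JAZ6 (AT1G72450) were called lower, with log2 fold changes of -2.90 (SE 0.35, edgeR adjusted p 0.00165), -3.58 (SE 0.34, edgeR adjusted p 0.000462) and -4.13 (SE 0.29, edgeR adjusted p 4.28e-05). JAZ8 (AT1G30135) and JAZ10 (AT5G13220) were called higher in jazD, at 4.31 (SE 0.71, edgeR adjusted p 0.00767) and 2.80 (SE 0.34, edgeR adjusted p 0.00174). JAZ10 counts rose from 8.96 ± 2.87 to 61.9 ± 11.2 CPM. JAZ7 (AT2G34600) had at most 3 counts in either jazD library and was at least 2.85-fold lower than in Col-0, but its edgeR adjusted p was 0.267. JAZ4 (AT1G48500), the gene not tested, was also at or under 3 counts in both jazD libraries. JAZ9 (AT1G70700) had a log2 fold change of -1.23 (SE 0.30) with an edgeR adjusted p of 0.0447 and was not called. In jazD, adjusted over the list alone, 3 JAZ genes were higher and 4 lower, against 2 and 3 when adjusted over all genes tested. In LNJ-OX none of the 12 JAZ genes was called by either adjustment, 2 had an unadjusted p under 0.05, and 10 had a positive log2 fold change with TMM scaling.

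ERF1 (AT3G23240), ERF1A (AT4G17500) and ERF11 (AT1G28370), transcription factor genes of the ethylene and JA responses, were compared because the study examined them in both genotypes. In jazD only ERF1A was called, at a log2 fold change of 2.2 (SE 0.29, edgeR adjusted p 0.00256). ERF11 stood at 1.98 (SE 0.35, edgeR adjusted p 0.0121) and ERF1 at 2.32 (SE 0.72, edgeR adjusted p 0.115) in jazD. In LNJ-OX the log2 fold changes were 2.08 for ERF1 (SE 0.71, edgeR adjusted p 0.137), 1.06 for ERF1A (SE 0.28, edgeR adjusted p 0.06) and 1.07 for ERF11 (SE 0.35, edgeR adjusted p 0.126), and none was called. Adjusted over the list alone, 3 were higher in jazD and 1 in LNJ-OX. The study picked these genes and examined them in these libraries, so the counts over the list are not independent evidence. Over the alternatives the edgeR, limma-voom or DESeq2 adjusted p in LNJ-OX ranged from 0.0246 to 0.239 for ERF1, 0.00663 to 0.127 for ERF1A and 0.0837 to 0.239 for ERF11. In jazD it ranged from 0.00997 to 0.184 for ERF1, 1.83e-11 to 0.00458 for ERF1A and 3.89e-05 to 0.021 for ERF11. ERF1 and ERF11 therefore also passed 0.01 in jazD under at least 1 alternative. In LNJ-OX, ERF1A passed 0.01 with no filter on low counts, at a log2 fold change of 1.06 (edgeR adjusted p 0.00663). The LNJ-OX log2 fold change of ERF1 was 0.87 without LNJ-OX replicate 1. The difference between LNJ-OX and jazD was not past the threshold for any of the 3 genes, with adjusted p-values of 0.918 for ERF1, 0.0614 for ERF1A and 0.24 for ERF11.

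**Figure D2:**
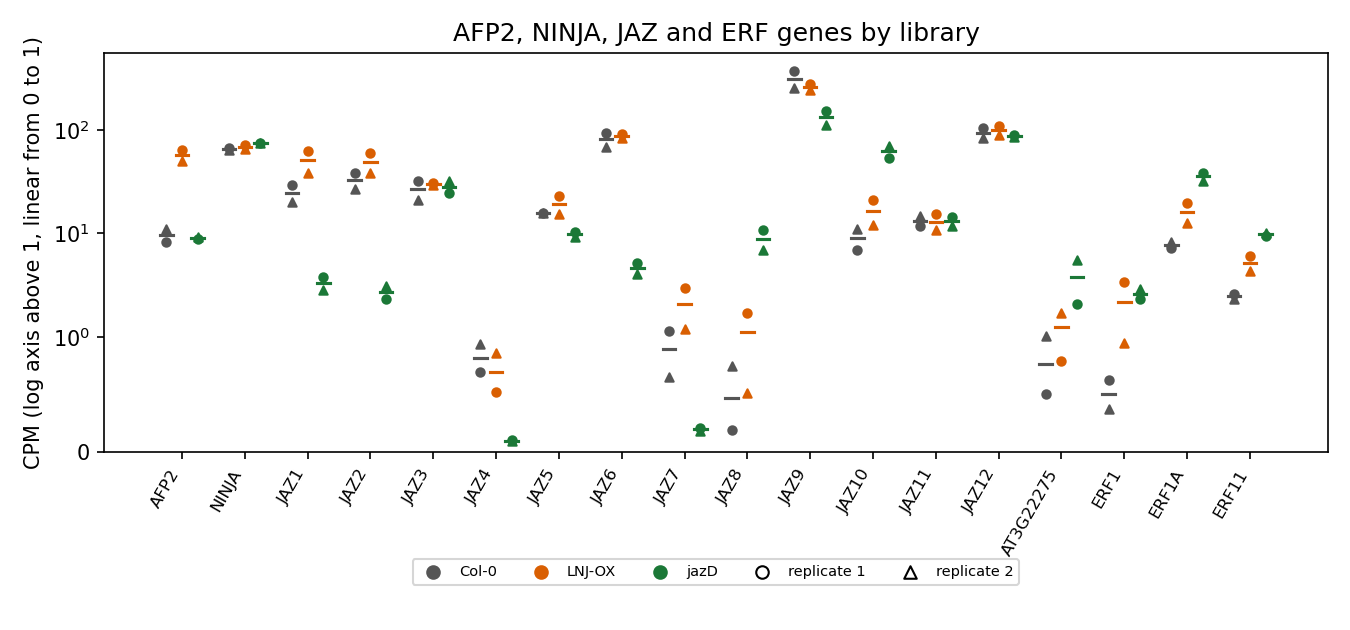
CPM of AFP2, NINJA, the 13 JAZ genes (AT3G22275 is the last of them) and 3 ERF genes in each library, on an axis that is linear from 0 to 1 and logarithmic above, with bars for the mean of 2 libraries and symbols for the replicates. AFP2 stands apart in LNJ-OX at a mean of 56.8 CPM, and JAZ1, JAZ2 and JAZ6 stand below Col-0 in jazD.

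In LNJ-OX against Col-0, 179 genes were called higher and 125 lower. As a ratio, the setting that moved these numbers most was a test against a log2 fold change of 1 in place of 0, which left 15 and 11. In number of genes it was an unadjusted p under 0.05, chosen after the data were seen, which gave 1077 and 1017. With library totals in place of TMM scaling the same comparison gave 171 higher and 60 lower, so the share of higher calls was 74.0% in place of 58.9%. The largest increases among genes of at least 10 CPM were in RLP11 (AT1G71390), with a log2 fold change of 4.94 (SE 0.44, edgeR adjusted p 0.00109), in CRK13 (AT4G23210), at 4.03 (SE 0.30, edgeR adjusted p 0.00041), and in AT1G15010, at 3.98 (SE 0.44, edgeR adjusted p 0.00188). RLP11 went from 0.911 ± 0.226 to 28.9 ± 0.896 CPM. Of the largest decreases, AAE11 (AT1G66120) had 15.4 ± 5.0 CPM in Col-0 and no counts in LNJ-OX, which made it at least 59.5-fold lower. AT5G37478 was at least 59.6-fold lower, from 15.4 ± 10.6 CPM. PDF1.2c (AT5G44430) fell from 122 ± 106 to 0.304 ± 0.0572 CPM, with a log2 fold change of -8.62 (SE 0.83, edgeR adjusted p 0.00109).

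In jazD against Col-0, 94 genes were called higher and 144 lower. With library totals in place of TMM these were 71 and 72, a share of higher calls of 49.7% in place of 39.5%. AT5G28810 rose from at most 1 count to 151 ± 36.9 CPM and was at least 535-fold higher. PDF1.3 (AT2G26010) rose to 4076 ± 430.1 CPM, a log2 fold change of 7.43 (SE 0.96, edgeR adjusted p 0.00251), and PDF1.2b (AT2G26020) to 839 ± 32.4 CPM, at 5.54 (SE 0.55, edgeR adjusted p 0.000558). The PDF1.2 and PDF1.3 genes are close copies of each other, so the value of any single copy is uncertain where reads could be placed on another. The largest decreases were in AT5G49440, AT5G55790 and AT5G49645. All 3 had no counts in either jazD library and were at least 352-fold, 121-fold and 116-fold lower than in Col-0. They belong to a set of genes silent in jazD that lies within one part of chromosome 5.

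The study asked whether both stunted genotypes change the same genes. With 2 genotypes set against the same Col-0 libraries, some overlap and a positive correlation arise with no effect at all. In 20 simulations of 6 libraries without any effect, the Pearson r of the log2 fold changes across genes averaged 0.496, and at most 1 gene higher and 0 genes lower were shared. The observed r was 0.620 across 21374 genes, and the sign was the same for 69.9% of genes against 66.7% in the simulations. With each genotype set against a different Col-0 library, the 2 possible values of r were 0.374 and 0.351. In 20 further simulations the genotypes were given unrelated effects as large as the fitted fold changes. These gave an r of 0.079 and called far more genes than were observed, on average 1412 in LNJ-OX and 1227 in jazD. They shared 40.9 higher genes on average (31 to 55), more than the 3 observed, and 19.5 lower genes (13 to 34), fewer than the 66 observed.

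Among called genes, 3 were higher in both genotypes, where 0.79 would be expected if the calls were independent (one-sided Fisher's exact test, p 0.0445). These were PHI-1 (AT1G35140), ASN1 (AT3G47340) and LRX3 (AT4G13340), the third with log2 fold changes of 1.75 in LNJ-OX (SE 0.24, edgeR adjusted p 0.00432) and 1.51 in jazD (SE 0.24, edgeR adjusted p 0.0068). They made up 1.7% of the genes higher in LNJ-OX and 3.2% of those higher in jazD. The overlap of higher genes depended on the threshold more than any other count. It was 68 genes at an adjusted p under 0.05 and 255 at an unadjusted p under 0.05, where the simulations without effects shared 37.9 on average.

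Genes lower in both genotypes numbered 66, against 0.84 expected (one-sided Fisher's exact test, p 1.84e-115). They were 52.8% of the genes lower in LNJ-OX and 45.8% of those lower in jazD. At an unadjusted p under 0.05 the shared lower genes numbered 621, and the simulations without effects shared 20.7 on average. The genes with the largest decrease in both were AAE11, which was at least 48.9-fold lower in jazD, AT3G05610, and AGP11 (AT3G01700), which had 15.3 ± 2.56 CPM in Col-0, 0.516 ± 0.73 in LNJ-OX and 0.44 ± 0.177 in jazD. The LNJ-OX log2 fold change of AGP11 was -5.0 (SE 0.79, edgeR adjusted p 0.00669), and it was -3.87 without LNJ-OX replicate 1. Without LNJ-OX replicate 2 the LNJ-OX library left had 0 counts of AGP11, so the fitted -10.57 is not a measured size. Of the 66 genes, 37 had a mean under 1 CPM in both LNJ-OX and jazD, so the size of their change is limited by depth.

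Genes called in opposite directions numbered 4, and all were lower in LNJ-OX and higher in jazD. At an unadjusted p under 0.05 there were 15 such genes, and 11 with the reverse directions. They were PDF1.2A (AT5G44420), PDF1.2b, PDF1.2c and AACT1 (AT5G61160). PDF1.2A stood at 161 ± 129 CPM in Col-0, 2.55 ± 0.164 in LNJ-OX and 4391 ± 216 in jazD. Its log2 fold change was -5.97 in LNJ-OX (SE 0.63, edgeR adjusted p 0.00154) and 4.77 in jazD (SE 0.57, edgeR adjusted p 0.00168). AACT1, which is not a copy of the PDF1.2 genes, changed by -4.43 in LNJ-OX (SE 0.47, edgeR adjusted p 0.00154) and by 5.07 in jazD (SE 0.32, edgeR adjusted p 1.94e-05).

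**Figure D3:**
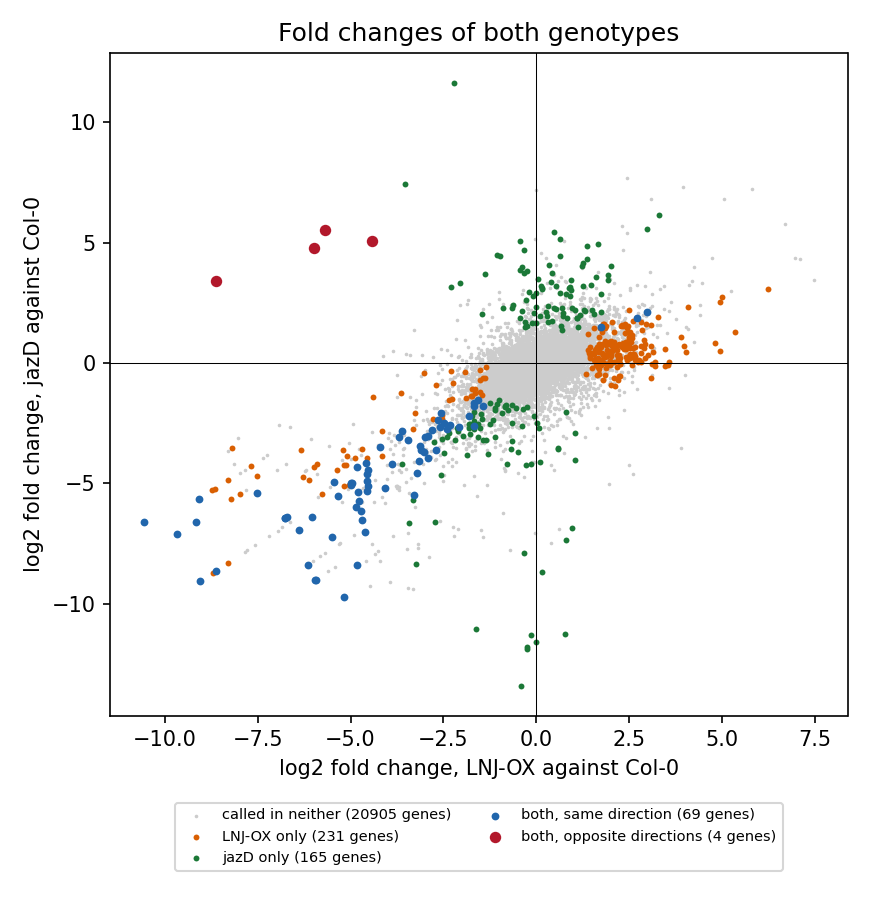
Log2 fold change against Col-0 of each tested gene in LNJ-OX (horizontal) and in jazD (vertical), colored by where the gene was called. Shared calls lie mostly in the lower left, with 66 genes lower and 3 higher in both, and the 4 genes with opposite directions lie in the upper left.

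LNJ-OX was also compared with jazD directly. Here 96 genes were called higher in LNJ-OX and 71 lower. Among the genes higher in LNJ-OX, the largest differences included genes silent in jazD, such as AT5G49440 and AT5G45490, which were at least 264-fold and 137-fold higher in LNJ-OX. In the other direction AT5G28810 was at least 584-fold lower in LNJ-OX, and PDF1.2c and PDF1.2b differed by log2 fold changes of -12.00 (SE 0.89, edgeR adjusted p 4.55e-05) and -11.23 (SE 0.75, edgeR adjusted p 2.89e-05).

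Preset lists of genes were used to ask which responses each genotype showed, with camera on all tested genes and adjustment over 15 tests. The JA list of 21 genes had a median log2 fold change of 1.59 in jazD (camera adjusted p 1.12e-18), and all 21 genes were higher than in Col-0. In LNJ-OX its median was 0.19 (camera adjusted p 0.617), with 12 of 21 genes higher. The direct comparison gave a median of -1.47 for LNJ-OX against jazD (camera adjusted p 2.59e-16). In jazD, 5 of the genes were called over all genes tested and 12 when adjusted over the list alone. In LNJ-OX, 1 gene was called lower and none higher over all genes tested, 9 had an unadjusted p under 0.05, and 4 were higher and 2 lower when adjusted over the list alone. The higher ones included TAT3, at a log2 fold change of 2.37 (SE 0.46), and the lower ones PDF1.2A, at -5.97 (SE 0.63). A median and a directional test do not show changes that go both ways. In LNJ-OX the unadjusted fry p was 0.0293 for changes in either direction and 0.859 for a common direction. ORA59 (AT1G06160) stood at 2.29 ± 0.212 CPM in Col-0, 1.81 ± 0.24 in LNJ-OX and 59.1 ± 4.04 in jazD. The LNJ-OX median of the JA list ranged from -0.46 without LNJ-OX replicate 1 to 0.49 without LNJ-OX replicate 2, so its sign rests on 1 library.

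The list of 14 genes of the salicylic acid (SA) response and the rapid-response list were written after part of the study's own results for these libraries had been read, so neither their tests nor their counts adjusted over the list alone are independent evidence. The SA list went the other way from the JA list. Its median log2 fold change was 1.87 in LNJ-OX (camera adjusted p 3.68e-16), with all 14 genes higher, and 0.31 in jazD (camera adjusted p 0.25), with 9 of 14 higher. Between LNJ-OX and jazD the median was 1.81 (camera adjusted p 1.92e-17). In LNJ-OX, 7 genes were called over all genes tested and 10 when adjusted over the list alone. In jazD none was called by either adjustment, and 1 had an unadjusted p under 0.05. Without jazD replicate 1 the jazD median was -0.04. ICS1 (AT1G74710), which encodes an enzyme of SA synthesis, rose from 21.8 ± 3.61 CPM in Col-0 to 134 ± 3.96 in LNJ-OX, a log2 fold change of 2.63 (SE 0.25, edgeR adjusted p 0.00109). PR1 (AT2G14610) rose from 121 ± 72.5 to 736 ± 522 CPM and was not called (log2 fold change 2.61, SE 0.56, edgeR adjusted p 0.0243). Its log2 fold change was 1.62 without LNJ-OX replicate 1 and 3.4 without Col-0 replicate 2.

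The rapid-response list, 15 genes that respond to touch, wounding or handling, had a median of 1.23 in LNJ-OX (camera adjusted p 8.7e-10, 14 of 15 genes higher) and 0.59 in jazD (camera adjusted p 4.2e-06, 15 of 15 higher). The median of the difference was 0.63 (camera adjusted p 0.000776), and it was 0.22 without LNJ-OX replicate 1. Neither the light-harvesting list nor the clock list passed the threshold in any comparison, except that with the replicate number as a block the clock list passed in LNJ-OX, at a median of 0.42 (camera adjusted p 0.0223, range over the alternatives 0.0223 to 0.917). Their medians in LNJ-OX were -0.13 (camera adjusted p 0.498) and 0.28 (camera adjusted p 0.155), and the clock median became -0.08 with a filter at 1 CPM. In jazD they were -0.03 (camera adjusted p 0.733) and 0.27 (camera adjusted p 0.25). Without Col-0 replicate 2 they were 0.18 and -0.09 in LNJ-OX and 0.30 and -0.05 in jazD. Their medians between LNJ-OX and jazD were -0.13 (camera adjusted p 0.579) and 0.23 (camera adjusted p 0.498). Of the 7 list results past the threshold with camera's preset correlation, 4 held under fry, namely the SA list in LNJ-OX against Col-0 and against jazD, the rapid-response list in LNJ-OX, and the JA list in jazD. None of the 15 held when camera estimated the correlation from the data, where the lowest adjusted p was 0.151, although 4 had an unadjusted p under 0.05.

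**Figure D4:**
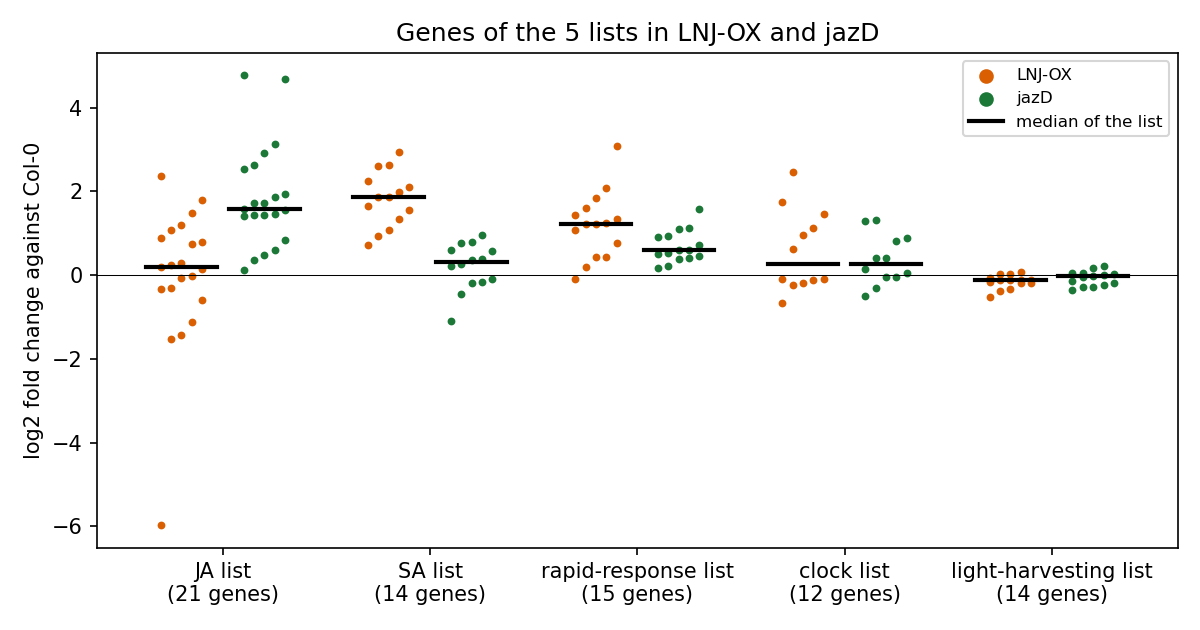
Log2 fold change against Col-0 of each gene of 5 lists in LNJ-OX and in jazD, with a bar for the median of the list. The JA list has a median of 1.59 in jazD and 0.19 in LNJ-OX, and the SA list has 1.87 in LNJ-OX and 0.31 in jazD.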

Values the study reported

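For the comparison of these genotypes with Col-0, the study reported 701 up-regulated genes in LNJ-OX and 1,139 in jazD. Of these, 246 were up-regulated in both, which it gave as 35% and 22% of each set. Down-regulated genes were reported to number 1,218 in LNJ-OX and 1,119 in jazD, with 705 in common, given as 58% and 63%. The study also described ERF1, ERF1A and ERF11 as strongly induced in both genotypes.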

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

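The tests of scaling, of single libraries, of leaf and flower content and of gene copies in this part were chosen after the result was seen. The tests of GC content and gene length were written down first. Each result here was singled out because LNJ-OX and jazD, both set against Col-0, differed from each other in a test of that difference, or were called in opposite directions.

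The SA list was higher in LNJ-OX than in jazD by a median log2 difference of 1.81, with all 14 genes higher. Library scaling did not account for this, since the median was 1.88 with library totals. After a trend on GC content and exon length was removed the median was 1.76. Over the 4 pairs of a LNJ-OX with a jazD library the lowest median was 1.33, so no single library carried it. More leaf and less flower in the LNJ-OX harvest would lower floral organ genes in LNJ-OX against jazD. Their median was instead 1.22, beyond the spread between libraries of 0.56, and 8 of 9 genes were higher in both LNJ-OX libraries than in both jazD libraries, where chance gives 16.7%. The lowest of the 4 pairs of libraries was positive at 0.47, though within that spread. Tapetum genes had a median of 2.54, and 6 of 9 were higher in both LNJ-OX libraries. Their lowest pair was 0.79, within their spread of 0.89. The group medians argue against less flower in LNJ-OX. Reading the test by the group median was settled after the lowest pair had been seen. By the lowest pair the test cannot decide, because that value lies within the spread. If more flower in LNJ-OX than in jazD were the cause, the SA list would follow flower content in Col-0 too, but its median in LNJ-OX against Col-0 was 1.87, where floral organ genes were at -0.25. In jazD it was 0.31, where floral organ genes were at -1.59. Tapetum genes were at 0.83 in LNJ-OX against Col-0, so a difference in the stage of the flowers stays open. Each genotype has 1 library of each replicate number, so the numbers were not weighed as a cause. A difference between the genotypes in the SA response also stays open. The list was written after part of the study's results had been read, and its camera call did not hold with an estimated correlation. Differences in infection or in the growing position of the plants were not tested and stay open.

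The JA list was lower in LNJ-OX than in jazD, with a median log2 difference of -1.47 and 18 of 21 genes lower. The median was -1.39 with library totals and -1.42 after the trend on GC content and exon length was removed, which argues against both. A single library stays open as a contributor to its size. The median nearest 0 over the 4 pairs of libraries was -0.68 and the farthest was -2.15, against a spread between libraries of 0.84. Without jazD replicate 1 the median was -0.98. The sign was negative in all 4 pairs, but the size of the difference may depend on the library used.

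The rapid-response list was higher in LNJ-OX than in jazD by a median of 0.63, with 11 of 15 genes higher. Over the 4 pairs of libraries the median ran from 0.13 to 0.75, against a spread of 0.38, and it was 0.22 without LNJ-OX replicate 1, so a single library may account for it. Handling at harvest was not recorded, and no biological explanation was tested.

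The 4 genes called in opposite directions were PDF1.2A, PDF1.2b, PDF1.2c and AACT1, lower in LNJ-OX and higher in jazD. The PDF1.2 genes are close copies of each other and of PDF1.3, and reads could move between them. The summed CPM of these 4 copies was 129 and 521 in the Col-0 libraries, 5.73 and 4.65 in LNJ-OX, and 11261 and 9894 in jazD. The log2 ratio of the mean sums was -10.99 for LNJ-OX against jazD, which a shift between copies would have left near 0. The ratio nearest 0 over the 4 pairs of libraries, with 3 counts added, was -10.70, which argues against a single library. The Col-0 libraries differed from each other on these genes, so the sizes of the changes against Col-0 are less certain than the difference between the mutants. The opposite direction of the PDF1.2 genes may be a difference between the genotypes, as a hypothesis.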

How the results depend on the processing

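The alternatives at an unadjusted p under 0.05, with different Col-0 libraries, without the chromosome 5 genes and without genes of low level in both mutants were chosen after the data were seen. With relative log expression factors, without chloroplast and mitochondrial genes, with no fold change limit, or without the chromosome 5 genes, each count of calls stayed within 1.5 times its value. With relative log expression factors or without chloroplast and mitochondrial genes each list kept its direction and its side of the threshold. The list tests were not run with the other 2 of these settings, and DESeq2 was not run for the list tests.

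With library totals, 60 genes were lower in LNJ-OX, 72 in jazD and 28 in both, all among the genes called with TMM. The totals shifted the median of all genes by at most 0.088 on the log2 scale. The cause was not tested.

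With no filter on low counts, 752 genes were higher and 646 lower in LNJ-OX, 480 and 830 in jazD, and 596 and 343 in LNJ-OX against jazD. Shared genes were 152 higher and 423 lower, and 25 went in opposite directions. With a filter at 1 CPM in 2 libraries the clock median in LNJ-OX became -0.08. The cause was not tested.

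DESeq2 called 467 and 355 genes in LNJ-OX, 277 and 441 in jazD, and 318 and 184 in LNJ-OX against jazD, with 58 shared higher, 194 shared lower and 9 opposite. limma-voom called 65 lower in jazD, 30 lower in both and 2 opposite. The cause was not tested.

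The fits of only the 4 libraries compared gave 85 genes higher in LNJ-OX, 182 higher and 396 lower in jazD, 147 higher in LNJ-OX against jazD and 5 higher in both. The clock median in LNJ-OX became -0.09 there. Fewer libraries gave the estimate of the spread in these fits, and the cause was not tested further.

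With the replicate number as a block, 366 genes were higher and 304 lower in LNJ-OX, 241 and 413 in jazD, and 220 and 135 in LNJ-OX against jazD, with 46 shared higher and 199 shared lower. The clock list in LNJ-OX passed the threshold with the block, at a median of 0.42 (camera adjusted p 0.0223). Deviations of libraries with the same number were correlated at 0.089, 0.059 and -0.003 between the genotypes, all under 0.1, so the numbers were not taken to pair the libraries. The names of the deposited files carry another number than the labels for replicate 2 of Col-0 and of jazD, and the labels were followed, so what the block and these correlations mean is limited.

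With camera's correlation estimated from the data, 7 list results were no longer past the threshold. They were the SA list in LNJ-OX (1.87) and against jazD (1.81), the rapid-response list in LNJ-OX (1.23), in jazD (0.59) and between them (0.63), and the JA list in jazD (1.59) and between them (-1.47). Under fry the rapid-response list in jazD (0.59) and between the mutants (0.63) and the JA list between them (-1.47) were not past it. The medians are the same by construction, since only the test differs.

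At an adjusted p under 0.05 the calls were 536 and 471 in LNJ-OX, 301 and 569 in jazD, 280 and 161 in LNJ-OX against jazD, 68 shared higher, 279 shared lower and 12 opposite. At an unadjusted p under 0.05 they were 1077 and 1017, 698 and 1242, 1014 and 562, with 255 shared higher, 621 shared lower and 26 opposite. Tested against a log2 fold change of 1 they were 15 and 11, 31 and 35, 38 and 30, with 0 shared higher and 4 shared lower. These follow from the threshold itself.

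PC1 carried 41.4% of the variance over all tested genes, and PC2 34.4% with DESeq2's regularized log. The correlation of log2 fold changes was 0.374 and 0.351 with different Col-0 libraries and 0.466 without genes under 1 CPM in both mutants. Without those genes 61 genes were lower in LNJ-OX and 29 in both, because the genes removed were among the calls. For 66 results of single genes, which do not include every gene named in the text, 9 settings gave a test, and over these 15 became stronger, 29 weaker and 0 reversed, and 550 were the same.

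In the 6 fits that each left out 1 library, no calls were made anew, since 1 group then holds 1 library. The correlation ranged from 0.516 to 0.693, PC1 from 53.6 to 71.0% and PC2 from 20 to 32.8%. In LNJ-OX against Col-0 the medians ranged from -0.46 to 0.49 for the JA list, 1.47 to 2.25 for SA, -0.41 to 0.18 for light-harvesting, -0.09 to 0.91 for clock and 0.95 to 1.61 for rapid-response. In jazD, in the same order, they ranged from 1.12 to 1.95, -0.04 to 0.47, -0.32 to 0.30, -0.05 to 0.61 and 0.59 to 0.87. The light-harvesting median in LNJ-OX became 0.00 without LNJ-OX replicate 2. The sign changed without Col-0 replicate 2 for the clock and light-harvesting lists in LNJ-OX and in jazD, without LNJ-OX replicate 1 for the JA list in LNJ-OX, without jazD replicate 1 for the SA list in jazD, and without jazD replicate 2 for the light-harvesting list in jazD. Between LNJ-OX and jazD the medians, in the same order of lists, ranged from -1.74 to -0.98, 1.41 to 2.08, -0.31 to 0.11, 0.01 to 0.41 and 0.22 to 0.69. There the sign of the light-harvesting list changed without jazD replicate 1 and without LNJ-OX replicate 2, and the rapid-response list was lowest without LNJ-OX replicate 1. Of the values of the same 66 results, 61 moved by more than the spread between replicates in these 6 fits and 335 did not. Leaving out 1 of 2 libraries shifts a group mean of log2 CPM by at most that spread. Some fits also left out a library of a genotype outside the comparison. The 335 are therefore no evidence that single libraries do not matter.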

Other observations

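The tests of pollen and flower content, of the chromosome 5 genes, of the authors' tables and of different Col-0 libraries were chosen after the result was seen. So was the test of depth of sequencing. The simulation of shared lower genes and the other tests of the replicate numbers were written down first, although the number of genes with a replicate term had been seen, and how to read the shares of genes with the same sign was settled after their values were seen.

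With thresholds as the study states them, 179 genes were higher in LNJ-OX and 94 in jazD, with 3 in common. These are lower than the values quoted from the study above. Genes lower numbered 125 in LNJ-OX and 144 in jazD, with 66 in common. These are also lower than the values quoted from the study above. The shared higher genes were 1.7% of those higher in LNJ-OX and 3.2% of those higher in jazD. Those shares are lower than the ones quoted from the study above.

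In the authors' deposited tables at an adjusted p under 0.01 and the same fold change limit, 170 genes were higher and 91 lower in LNJ-OX, and 75 and 63 in jazD. At an unadjusted p under 0.05, with genes of opposite direction left out, the authors' deposited table of LNJ-OX held 1139 genes higher and 1119 lower. The authors' deposited table of jazD held 701 higher and 1218 lower, and 246 higher and 705 lower were in both. Unadjusted p-values with the names of the genotypes exchanged, for higher and for lower genes alike, may explain the quoted numbers. This reading was found by comparing the counts, so it is a hypothesis. The tables themselves were not exchanged, since each correlated at 0.982 across genes with the comparison it is named for, and AFP2 stood at a log2 fold change of 2.59 in the authors' deposited table of LNJ-OX and -0.05 in that of jazD.

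Sharing Col-0 libraries could produce a positive correlation of the fold changes. With different Col-0 libraries the lower of the 2 values of r was 0.351, so sharing was not the whole cause. Simulations with unrelated effects gave at most 34 shared lower genes, fewer than the 66 observed. Those simulations took fitted fold changes as true and called too many genes, and they gave more shared higher genes than were observed.

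Less pollen in the LNJ-OX and jazD harvests is a candidate explanation for part of the genes lower in both. A list of 23 pollen genes, of which 16 were tested, had a median of -2.54 in LNJ-OX and -2.75 in jazD, and the latter was the same with 2 genes at their bounds. Of 10000 random sets matched on expression, 0 were as low in either, a percentile of 0. No gene of the list was called, and 11 had an unadjusted p under 0.05 in each genotype. No gene is on this list and on another. VGD1, the most abundant, stood at 71.2 and 37.1 CPM in the Col-0 libraries, 1.78 and 17.5 in LNJ-OX, and 3.78 and 6.98 in jazD. The pollen list was lower in LNJ-OX replicate 1 than in replicate 2, with a median log2 difference of -1.1. The 66 shared lower genes, none of them on the list, were also lower there, at a median of -0.67, and 0 of 10000 random sets were as low. This is not specific to pollen, since a list of 9 floral organ genes differed by -0.92 between the same libraries (9 of 9 lower) and a list of 10 tapetum genes, 9 tested, by -1.78 (9 of 9 lower). Between the Col-0 replicates the pollen list and the shared genes differed by 0.84 and 0.53, while the floral organ and tapetum lists differed by -0.17 and -0.84, so there the shared genes went with pollen and against the other flower parts. In jazD the pollen list differed by -0.86 (16 of 16 lower), while the shared genes differed by -0.05 (42 of 66 lower). That median does not go with pollen, although more of the shared genes were lower than not. Of these genes, 37 had a mean under 1 CPM in both mutants, which limits what the jazD libraries can show. With the LNJ-OX difference not specific to pollen and jazD unclear, pollen as the source of the shared lower genes cannot be told apart from other causes. The floral organ list, led by AGL8 at 27.0 and 30.5 CPM in the Col-0 libraries, had a median of -0.25 in LNJ-OX and -1.59 in jazD. The tapetum list, led by DRL1 at 18.0 and 19.3 CPM in the Col-0 libraries, was at 0.83 in LNJ-OX and -1.30 in jazD. The LNJ-OX libraries were unlike each other. Against the mean of Col-0 the pollen, floral organ and tapetum medians were -3.05, -0.68 and -0.19 in replicate 1 and -1.87, 0.09 and 1.77 in replicate 2. Fewer flowers of every stage in LNJ-OX would lower the lists alike, but over the 4 pairs of a LNJ-OX with a Col-0 library the floral organ median lay above the pollen median by at least 1.63, against a spread of 0.81. This argues against it as the whole cause of the pollen difference, while a smaller share of flowers in replicate 1 than in replicate 2 stays open. A difference in developmental stage between the genotypes stays open. The study's methods describe leaves of plants of a slightly different age, while the labels describe plants without roots, so the share of flowers expected is not known.

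In jazD, 8 genes had at most 3 counts in total while they stood at 5 CPM or more in both other genotypes, and 7 of them lie on chromosome 5, from AT5G45490 to AT5G55790. No gene met this rule in Col-0 or LNJ-OX. Of 623 genes in the interval at 5 CPM or more in Col-0, 98.7% had counts above the floor in jazD, which argues against 1 large deletion. A chromosome segment of another origin in the jazD line may explain them. Genes with an adjusted p under 0.05 and an absolute log2 fold change above 1 were counted without the silent genes. In jazD these were 62 of 803 genes in the interval (7.72%, against 3.90% elsewhere), with an odds ratio of 2.06 (2-sided Fisher's exact test, p 1.45e-06). In LNJ-OX the odds ratio was 1.18 (2-sided Fisher's exact test, p 0.307). The interval was set by the silent genes, so this is a hypothesis.

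A term for the replicate number had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in 23 genes, 19 of them lower in replicate 2. PRR5, a clock gene, stood at 3.91 and 0.376 CPM in Col-0, 13.7 and 1.29 in LNJ-OX, and 10.6 and 0.566 in jazD for replicates 1 and 2. No other gene of the clock list was past that limit. PHS2 (AT3G46970), which is not on the clock list, was past it at a log2 term of -1.83 (edgeR adjusted p 0.00168). It stood at 70.7 and 24.9 CPM in Col-0, 123.6 and 29.1 in LNJ-OX, and 78.3 and 21.2 in jazD for replicates 1 and 2. The log2 term was -3.64 in PRR5 and -3.41 in FKF1 (edgeR adjusted p 0.297), but -0.16 in CCA1 and -0.08 in LHY. A condition shared by libraries of 1 number could cause this. Genes picked in a pair of genotypes had the same sign in the genotype left out for 57.4% in Col-0, 44.8% in LNJ-OX and 56.8% in jazD, where chance gives 50%. Within the pairs of genotypes, genes past the same limit went in the same direction more often than not, 190 against 120 without Col-0, 174 against 114 without LNJ-OX and 206 against 129 without jazD (61.3, 60.4 and 61.5%). Genes are not independent, so these shares have no test. With 1 share under 50%, the shares alone cannot tell such a condition apart from its absence. Of the 4 assignments of the numbers, the one in the labels gave 23 genes and the others gave 0, 0 and 1. Even so, 4 assignments are too few to exclude chance. Depth of sequencing would leave no difference in jazD, whose libraries have a ratio of totals of 0.99. Of 52 genes with a replicate term at an adjusted p under 0.05 in Col-0 and LNJ-OX alone, 35 differed in the same direction in jazD, with a median log2 difference of 0.35 in that direction, above 100% of 10000 random sets. This argues against depth as the whole cause. The same result goes with a difference shared by libraries of 1 number. The share of 44.8% in LNJ-OX goes the other way, so such a condition stays open. The names of the deposited files carry another number than the labels for replicate 2 of Col-0 and of jazD. The labels were followed, which limits what a shared number means here. The 23 genes stay unexplained.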
